A study of Homo sapiens with 165 samples. Its data were reported in "Gene Expression Profiling Reveals Epithelial Mesenchymal Transition (EMT) Genes Can Selectively Differentiate Eribulin Sensitive Breast Cancer Cells" (2014).

How the data were processed

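Human Genome U133 Plus 2.0 arrays of 19 endometrial cancer cell lines were analysed, from cells treated for 24 hours with eribulin or paclitaxel at 10 times each line's IC50 and from controls labelled as vehicle. The deposited values are log2 probe set summaries that the authors made by RMA (background correction, quantile normalization and median polish) with Affymetrix Power Tools 1.12.0, per the processing notes of the labels. The study's methods name the Affymetrix Microarray Analysis Suite for the raw data, which differs from those notes. The methods also call the controls untreated, which differs from the labels. Values lay between 1.51 and 13.8 with 0 missing, in the range of log2 summaries, and were used as deposited. No raw image data were used here, and IC50 values were not used here.

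Each array held 54675 probe sets, of which 62 control probe sets were not tested. Of the rest 41097 named 1 gene, 1801 named several and 11777 were not listed in the probe annotation. Gene symbols of 41043 probe sets were brought up to date through their gene identifiers. Probe sets with a mean log2 value over all arrays under the log2 of 100 (6.64) were left out. This left 14956 probe sets and 8280 genes and removed 72.6% of probe sets. The limit of 100 was taken from the study's methods, which apply it to average expression and name other software, so it need not select the same genes. Per gene, the probe set of highest mean among those naming that gene alone stood for the gene. Probe sets naming several genes were counted but not named. No genome build is given with the array values, so no coordinates are printed.

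The technical replicate arrays of 1 cell line and treatment were averaged, and 1 log2 difference per cell line was tested with limma 3.58.1 in R 4.3.3 (intercept only, moderated, two-sided, Benjamini-Hochberg adjusted p under 0.05). Eribulin against paclitaxel used 19 lines and each drug against control 18. The signature followed the study's methods, with a paired t-test p under 0.01 and a fold over 1.5 in at least 1 line. Within single lines limma was fitted to all arrays with 1 mean per line and treatment, an adjusted p under 0.05 and a fold of at least 1.5. Input was read with the R package data.table (version 1.17.8), and figures drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

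Gene lists numbered 29: alpha and beta tubulin, gamma, delta and epsilon tubulin, tubulin folding cofactors, microtubule-associated proteins, G2/M and mitosis, G1/S and replication, histones, p53 targets, AP-1 and immediate early genes, SRF and actin, YAP/TEAD targets, mesenchymal genes, epithelial genes, EMT genes of the study's qPCR assay (35, ACTB left out), connexins, NF-kB and IL-1 response, interferon-stimulated genes, cholesterol synthesis, ER stress and amino acid response, heat shock, hypoxia and glycolysis, apoptosis, drug transport, endometrial genes, ribosomal proteins, qPCR reference genes, and markers of leukocytes, endothelium and fibroblasts. The lists, tests, samples, other settings to try and the rule for named genes were fixed before the data were examined. A list's shift was the mean log2 difference of its tested members minus that of all genes, per cell line. It was tested by two-sided sign-flip permutation over lines (1e+05 resamples, smallest possible p 1e-05) with Benjamini-Hochberg adjustment over 75 tests, 25 lists in 3 comparisons. By this test 29 of the 75 passed, by fry 28, by camera with a preset correlation of 0.01 24, and by camera with an estimated correlation 0 (9 at an unadjusted p under 0.05). Fry asks whether members move on balance in 1 direction and compares the list with no other genes.

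Genes were named by rule: per comparison the 8 largest rises and the 8 largest falls among genes past the threshold with the same sign in at least 80% of lines, every measured alpha and beta tubulin gene, and up to 3 members of each other list past the threshold with the smallest p. Not every gene so chosen is reported here. The correlation of both drugs' effects was set against simulated unchanged groups, which varied only by the technical spread between arrays, and against 100 splits of the lines into disjoint groups. Differences of list responses between lines were tested against the technical spread between arrays by 10000 permutations of residuals (smallest possible p 1e-04).

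Simulated data with the same design were tested with 67, 67 and 66 of 14956 probe sets changed by 1.2-fold, 1.5-fold and 2-fold. At 1.2-fold 94.0% were recovered for eribulin against paclitaxel, 89.6% for eribulin against control and 89.6% for paclitaxel against control. At 1.5-fold these shares were 100%, 98.5% and 100%, and at 2-fold 100%, 98.5% and 100%. False calls numbered 10, 9 and 7. A simulated list shift of -0.3 was estimated at -0.29, -0.35 and -0.30, and 0 of 24 unchanged lists were called by sign-flip permutation in any comparison. Each simulated probe set varied independently, whereas real alpha and beta tubulin genes had an estimated correlation of 0.60 between the drugs. The simulation therefore does not show how lists of correlated genes would fare.

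Alternatives tried were other filters, centring and quantile normalization of arrays, a floor of 64, a plain t-test, other variance priors, a fit of all arrays with a random block, a block on replicate numbers, leaving out replicates or cell lines, averaging HEC-1, HEC-1-A and HEC-1-B, other ways to summarise genes and lists, and stricter thresholds. All arrays were kept under their labels. The array labelled SNG-II eribulin 1, and that array with those labelled HEC-59 paclitaxel 3 and HEC-151 paclitaxel 2, were left out only as alternatives chosen after seeing the data.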

Results

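The data were expression arrays of 19 established endometrial cancer cell lines, treated for 24 hours with eribulin or paclitaxel at 10 times that line's own IC50 (the concentration that inhibited growth by 50%), with controls labelled as vehicle in 18 lines. Eribulin is a macrocyclic ketone analog of halichondrin B that suppresses microtubule growth, and paclitaxel is a taxane that stabilises microtubules. Control arrays numbered 52 from 18 lines, eribulin arrays 56 and paclitaxel arrays 57, both from 19 lines. No control array of HEC-1-A was analysed here. In 15 lines every treatment had 3 arrays, and the arrays of 1 line and treatment were technical replicates, so that the cell line was the unit of replication. Technical replicates differed with a median SD of 0.107. HEC-1, HEC-1-A and HEC-1-B share an origin by name and were counted as separate lines. The number of arrays limits the precision of each value. Differences are log2 means over cell lines ± the moderated SE of limma, which borrows variance across probe sets.

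By correlation over the tested probe sets 164 arrays were closest to another array of their own cell line, and 154 of those to one of their own treatment. The array labelled SNG-II eribulin 1 was the only exception. The mean correlation of this array with the other SNG-II eribulin arrays was 0.727, and its correlations with the 9 arrays of MFE-296, another line of the panel, lay between 0.986 and 0.997. The array labelled HEC-59 paclitaxel 3 differed from its own replicates by a root mean square of 0.485 and the array labelled HEC-151 paclitaxel 2 by 0.331, against at most 0.228 among the 156 arrays of cell lines and treatments without any of these 3 arrays. All arrays were kept under their labels, and values without these arrays are given beside some of the results that they moved.

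**Figure D1:**
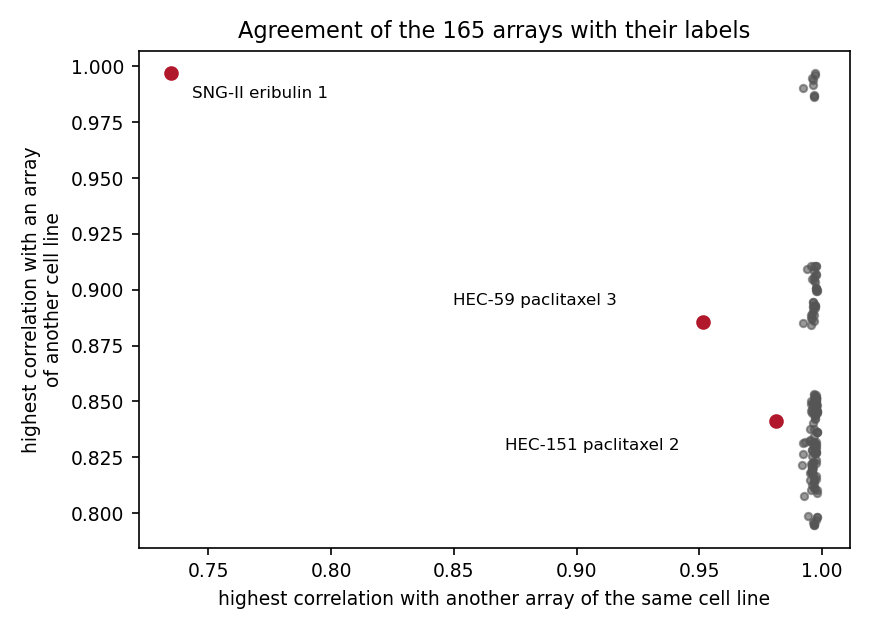
Each point is 1 array, with its highest correlation with another array of the same cell line on the horizontal axis and its highest correlation with an array of another cell line on the vertical axis, over all tested probe sets. The array labelled SNG-II eribulin 1 lies at the upper left, the points near the top at the right are the 9 MFE-296 arrays it resembled, and the arrays labelled HEC-59 paclitaxel 3 and HEC-151 paclitaxel 2 are also named.

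The comparison of eribulin with paclitaxel asked which messages differed between a drug that suppresses microtubule growth and one that stabilises microtubules. Alpha and beta tubulin are the subunits of microtubules. Of their messages, TUBB differed by -0.74 ± 0.07 (1.67-fold, adjusted p = 8.33e-06) and was lower in 19 of 19 lines, as were TUBB4B at -0.68 ± 0.08 (adjusted p = 4.4e-05) and TUBB3 at -0.66 ± 0.08 (adjusted p = 8.96e-05). TUBA4A showed the largest mean difference of the named genes, -0.82 ± 0.11 (1.76-fold, adjusted p = 0.00039), and was lower in 17 of 19 lines. TUBB2A differed by -0.68 ± 0.10, TUBB6 by -0.38 ± 0.06, TUBA1B by -0.32 ± 0.05 and TUBA1C by -0.29 ± 0.05.

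Of the 9 alpha and beta tubulin genes measured, 8 were lower under eribulin and 1 did not pass, with the same counts adjusted over the list alone. TUBA1A was the gene that did not pass, at -0.42 ± 0.23 (adjusted p = 0.318, lower in 14 of 19 lines). Relative to all genes tested the list shifted by -0.56 (95% CI -0.71 to -0.41), below 0 in 19 of 19 lines (adjusted p = 0.000375 by sign-flip permutation), with adjusted p = 0.0599 with an estimated correlation. TUBG1, the gamma tubulin of the centrosome, was also lower, at -0.27 ± 0.04 (adjusted p = 0.00039), the only 1 of 3 gamma, delta and epsilon tubulin genes to pass (1 higher and 1 lower adjusted over the list alone). That list shifted by -0.07 (adjusted p = 0.00516, and with camera 0.227 with its preset and 0.486 with an estimated correlation). TUBB, TUBB4B, TUBB3, TUBA1B and TUBA1C were read from probe sets whose names mark sequence shared with other transcripts. Without the array labelled SNG-II eribulin 1, TUBA1A differed by -0.58 (adjusted p = 0.0188; 0.0165 to 0.59 over its alternatives). The difference between the 3' and 5' actin control probe sets, a sign of RNA quality, was -0.0996 between eribulin and paclitaxel (p = 0.0164, higher in 7 of 19 lines, adjusted p = 0.0984 over 6 such tests).

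**Figure D2:**
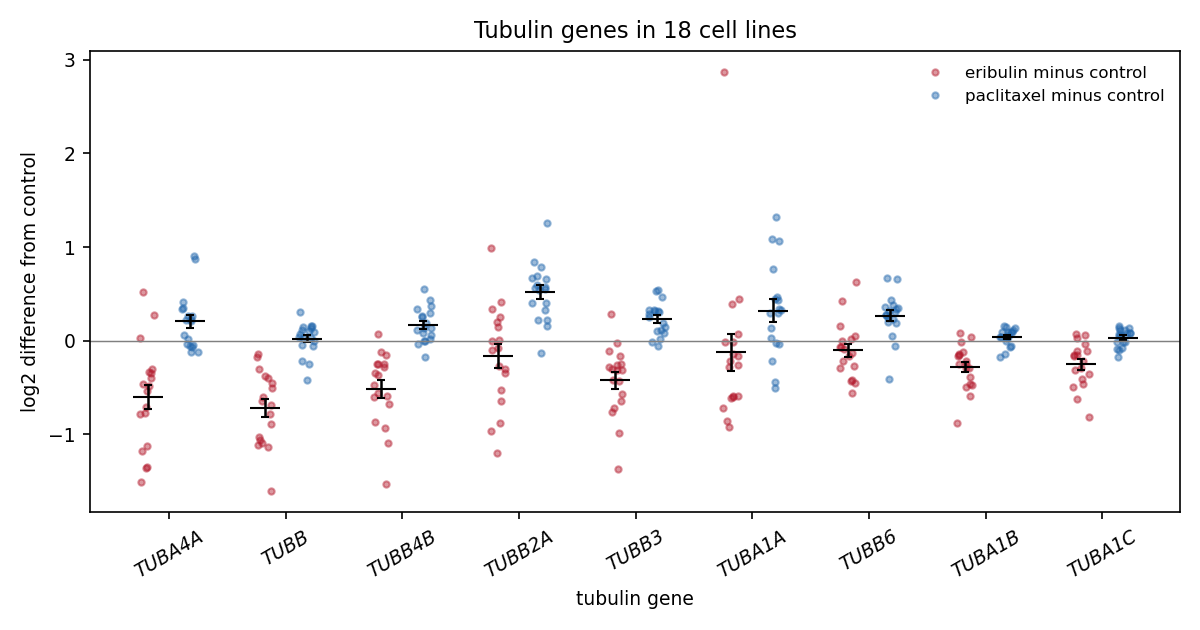
Each point is 1 of 18 cell lines, with the log2 difference from control on the vertical axis for 9 tubulin genes under eribulin (red) and paclitaxel (blue). The horizontal bar is the mean and the error bar its plain SE over lines, not the moderated SE of the text. TUBB under eribulin lies below 0 in all 18 lines, TUBB2A under paclitaxel lies above 0 in 17, and the highest TUBA1A point under eribulin, 2.87, is SNG-II.

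SRF, the serum response factor that drives genes of the actin cytoskeleton, was higher under eribulin than under paclitaxel by 0.28 ± 0.04 (1.22-fold, adjusted p = 0.00146, 17 of 19 lines), VCL, which encodes the adhesion protein vinculin, by 0.18 ± 0.03 (18 of 19 lines) and the tropomyosin gene TPM4 by 0.26 ± 0.07. TAGLN, which encodes the actin-binding protein transgelin, was higher by 0.50 ± 0.14 with an adjusted p of 0.0497. Of 16 SRF and actin genes measured, 5 were higher, 0 lower and 11 did not pass, and 12 were higher adjusted over the list alone. The list shifted by 0.19 (95% CI 0.11 to 0.28, higher in 17 of 19 lines, adjusted p = 0.000857), with adjusted p = 0.259 with an estimated correlation. YAP/TEAD targets shifted by 0.17 (adjusted p = 0.0476, and adjusted p = 0.472 with an estimated correlation), with 2 of 18 higher and 8 adjusted over the list alone. Those were ANKRD1, an ankyrin repeat protein of stretched muscle, at 0.56 ± 0.15 and F3, the tissue factor that starts coagulation, at 0.31 ± 0.06. Of 33 alternatives, 20 ended the call of the YAP/TEAD list. SNG-II lay at -0.78 in this list, and without the array labelled SNG-II eribulin 1 the shift was 0.21, higher in 18 of 19 lines (adjusted p = 0.00025, 2.56e-05 to 0.472 over its alternatives).

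AP-1 and immediate early genes, which respond within minutes to growth and stress signals, shifted by 0.12 (higher in 16 of 19 lines, adjusted p = 0.0121, and adjusted p = 0.382 with an estimated correlation). DUSP5, an ERK phosphatase, at 0.32 ± 0.08 and JUN at 0.22 ± 0.06 were the 2 of 21 that were higher, and 9 were higher adjusted over the list alone. HK2, which encodes hexokinase 2 of glycolysis, was higher in 19 of 19 lines by 0.32 ± 0.06 (1.25-fold, adjusted p = 0.00736), and PDK1, a kinase that restrains pyruvate oxidation, by 0.19 ± 0.04. With the hormone gene ADM, 3 of 16 hypoxia and glycolysis genes were higher, also 3 adjusted over the list alone, and the list shifted by 0.06 (adjusted p = 0.00214, and adjusted p = 0.396 with an estimated correlation). PLAUR, the urokinase receptor, was higher by 0.41 ± 0.09 (17 of 19 lines) and the stress gene GADD45A by 0.29 ± 0.07. Histone genes were lower as a list, by -0.21 (adjusted p = 0.00112, and adjusted p = 0.259 with an estimated correlation). H2AC6, at -0.38 ± 0.06, and H2BC5, at -0.24 ± 0.05, were the 2 of 5 that passed, and 3 were lower adjusted over the list alone. Of the 34 named genes of this comparison, HK2, SRF, VCL, H2AC6, TUBG1 and the 8 tubulin genes that passed kept their side of the threshold under every alternative in which they were tested, 13 genes in all. The calls of TAGLN, ADM, ANKRD1, JUN, TPM1, PPM1D, DDIT4, ESPL1, MCL1, TPM4 and ATF2 were each lost in at least 19 of 37 or 38 alternatives, and those of F3, CCNG1, DUSP5, GADD45A, H2BC5, PDK1, PLAUR, S100A4 and SC5D in 2 to 9.

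Genes of the epithelial to mesenchymal transition (EMT), a pathway on which the study reported, were compared between the drugs. In its endometrial panel the study reported enrichment of EMT pathways in the signature and a relation of EMT expression to drug sensitivity. The mean shift of a list tests neither. Among 25 epithelial junction and keratin genes, 0 passed (5 were higher and 0 lower at an unadjusted p under 0.05 in the limma test, and 0 passed adjusted over the list alone), and the list differed by 0.04 (95% CI -0.06 to 0.13, adjusted p = 0.617). Of 27 mesenchymal and EMT-inducing genes on the list, only 11 were tested after the filter on mean level, so the result covers a part of the list. Of these 11, 1 was lower and 10 did not pass, with the same counts adjusted over the list alone. That gene was S100A4, a calcium-binding protein of motile cells, at -0.27 ± 0.05 (adjusted p = 0.0112, lower in 18 of 19 lines), and the list differed by 0.01 (95% CI -0.04 to 0.06, adjusted p = 0.745). A further list held 35 genes of the qPCR assay that the study ran on its breast panel, without tubulins, reference genes and ACTB. Of the 32 measured, TPM1 at 0.18 ± 0.05 and JUN were higher, ATF2 at -0.11 ± 0.03 was lower and 29 did not pass. This list differed by 0.01 (adjusted p = 0.882), with 3 higher and 1 lower adjusted over the list alone. Without the array labelled SNG-II eribulin 1, the epithelial list was higher under eribulin by 0.07 (adjusted p = 0.011; 0.011 to 0.966 over its alternatives) and the qPCR list by 0.03 (adjusted p = 0.0154; 0.00906 to 0.996 over its alternatives). Without the cell line SNG-II these lists were also called (adjusted p = 0.02 and 0.0175).

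The remaining gene lists did not pass between the drugs by sign-flip permutation with all arrays. Camera with its preset correlation called the mitotic, interferon, cholesterol and tubulin folding lists among them (adjusted p = 0.0151, 0.0406, 0.00177 and 0.0202). Messages of 41 G2/M and mitotic genes differed by -0.03 (95% CI -0.08 to 0.02, adjusted p = 0.309), with ESPL1, the separase gene, lower by -0.08 ± 0.02 as the only 1 to pass (0 adjusted over the list alone), and those of 33 G1/S and replication genes by 0.02 (95% CI -0.03 to 0.07, adjusted p = 0.544), with 0 past the threshold and 3 higher at an unadjusted p under 0.05. Cholesterol synthesis genes differed by -0.06 (adjusted p = 0.0651), with SC5D lower by -0.11 ± 0.03, and interferon-stimulated genes by -0.09 (adjusted p = 0.124). Among 23 p53 target genes GADD45A was higher and CCNG1 and PPM1D, at -0.10 ± 0.02 and -0.10 ± 0.03, were lower, with a shift of -0.0034 (adjusted p = 0.882). Adjusted p was 0.543 for the NF-kB and IL-1 response list, 0.147 for apoptosis regulators, where MCL1 was higher by 0.10 ± 0.03, 0.481 for heat shock genes, and 0.853 for the ER stress and amino acid response list, where DDIT4 was lower by -0.22 ± 0.06. It was 0.0651 for tubulin folding cofactors, 0.873 for microtubule-associated proteins, 0.514 for drug transporters, 0.133 for endometrial genes, 0.567 for ribosomal protein genes and 0.964 for the qPCR reference genes. The apoptosis list was higher by 0.04 without the array labelled SNG-II eribulin 1 (adjusted p = 0.0415, 0.0415 to 0.708 over its alternatives). Without the 3 arrays that differed most from their replicates, cholesterol synthesis genes were lower by -0.07 (adjusted p = 0.0422, 0.00177 to 0.472 over its alternatives) and endometrial genes by -0.08 (adjusted p = 0.0463, 0.0363 to 0.613 over its alternatives). Of 33 alternatives 10 called the folding list and 7 the cholesterol list.

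Over all 14956 probe sets tested, 511 differed between the drugs, 283 higher and 228 lower under eribulin, among them 279 genes (140 higher and 139 lower). The differences were small: 10 reached 1.5-fold, 1 higher and 9 lower, and the median size of a called difference was 0.122. With the methods' paired t-test and the same adjustment 481 passed. At the thresholds of the study's methods, a paired p under 0.01 and a difference over 1.5-fold in at least 1 line, 185 probe sets formed the signature. Of these 104 were higher under eribulin, 56.2% (95% exact CI 48.7 to 63.5), and they named 125 genes, of which TUBA1B, TUBA1C, TUBA4A, TUBB, TUBB2A, TUBB3, TUBB4B, TUBB6 and TUBG1 were tubulins. This share counts probe sets by the sign of the mean difference over lines. The study counted genes changed over 1.5-fold in at least 1 line, so its share is a different measure. The p threshold alone was met by 1288 probe sets, against 149.6 given by chance, and 112 of the 185 also passed the adjusted threshold. Centring each array on its median changed the split of called probe sets from 283 higher and 228 lower to 218 and 370, and quantile normalization to 270 and 366. Without the array labelled SNG-II eribulin 1 the comparison called 1232 probe sets, 772 higher and 460 lower, and the signature held 323 with 70.6% higher. With arrays centred 47.0% of the signature was higher, and with HEC-1, HEC-1-A and HEC-1-B averaged as 1 line the comparison called 179. Leaving out 1 cell line gave counts from 241 (HEC-1-B) to 944 (SNG-II), with 274 for HEC-1, 286 for HEC-251, 304 for HEC-88nu, 316 for HEC-1-A and 340 for MFE-280, and a signature of 300 without SNG-II.

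Against control, in 18 lines, ANKRD1 rose under eribulin by 1.49 ± 0.17 (2.81-fold, adjusted p = 5.37e-06) and ATF3, a stress-induced transcription factor, by 1.09 ± 0.13 (2.12-fold), each in 18 of 18 lines. CXCL8, which encodes interleukin 8, rose by 1.03 ± 0.14, the small Maf factor MAFF by 0.96 ± 0.15, RAB11FIP3, an effector of endosome recycling, by 0.90 ± 0.10, the RNA-binding protein gene SAMD4A by 0.86 ± 0.12 and the AP-1 subunit FOSL1 by 0.85 ± 0.13. GTF2H2B, a copy of a TFIIH subunit gene, rose by 0.94 ± 0.13. TMT1A, a thiol methyltransferase, showed the largest mean fall, -1.08 ± 0.22 (2.11-fold, adjusted p = 0.00077, lower in 17 of 18 lines). The mTOR inhibitor DEPTOR fell by 0.75 ± 0.12, TUBB by 0.72 ± 0.09, the cyclin E2 gene CCNE2 by 0.70 ± 0.08, the RNA gene SNHG19 by 0.65 ± 0.08, TUBA4A by 0.60 ± 0.12 and AKR1C3, a steroid reductase, by 0.56 ± 0.19. The call of AKR1C3 was lost in 2 of 35 alternatives.

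Of 33 G1/S and DNA replication genes, 30 fell under eribulin, 0 rose and 3 did not pass, with the same counts adjusted over the list alone. The helicase gene MCM4 fell by 0.36 ± 0.04 and CLSPN by 0.40 ± 0.05, each in 18 of 18 lines, and the list shifted by -0.27 (95% CI -0.33 to -0.20, adjusted p = 0.000375, and adjusted p = 0.288 with an estimated correlation). Mitotic genes moved the other way: 28 of 41 rose, 1 fell and 12 did not pass (31 and 2 adjusted over the list alone), with a shift of 0.19 (95% CI 0.10 to 0.29, adjusted p = 0.0031, and adjusted p = 0.504 with an estimated correlation). The cyclin B1 gene CCNB1 rose by 0.39 ± 0.05 and AURKA, the Aurora A kinase, by 0.39 ± 0.06. Alpha and beta tubulin genes shifted by -0.35 (95% CI -0.52 to -0.18, adjusted p = 0.000808, and adjusted p = 0.488 with an estimated correlation), with 6 of 9 lower, also 6 adjusted over the list alone. TUBB4B fell by 0.52 ± 0.09, TUBB3 by 0.42 ± 0.08, TUBA1B by 0.28 ± 0.05 and TUBA1C by 0.25 ± 0.05, and the members that did not pass were TUBB2A at -0.16 ± 0.12, TUBB6 at -0.10 ± 0.07 and TUBA1A at -0.12 ± 0.18. TUBG1 fell by 0.30 ± 0.05 and TUBE1, the epsilon tubulin gene, rose by 0.33 ± 0.06, and the gamma, delta and epsilon list differed by 0.0083 (adjusted p = 0.873). Without the array labelled SNG-II eribulin 1, TUBA1A was at -0.29 (adjusted p = 0.00957; 0.00881 to 0.905 over its alternatives).

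AP-1 and immediate early genes shifted by 0.36 (95% CI 0.25 to 0.47, adjusted p = 0.0005, and adjusted p = 0.368 with an estimated correlation), with 11 of 21 higher and 12 adjusted over the list alone, JUN by 0.73 ± 0.10 and KLF4 by 0.47 ± 0.06 among them. SRF and actin genes shifted by 0.33 (adjusted p = 0.000375, and adjusted p = 0.368 with an estimated correlation), with 13 of 16 higher, 14 adjusted over the list alone, TAGLN by 0.80 ± 0.12 and SRF by 0.45 ± 0.06. YAP/TEAD targets shifted by 0.30 (adjusted p = 0.00202, and adjusted p = 0.488 with an estimated correlation), where 8 of 18 rose, LATS2, a kinase of the Hippo pathway, by 0.36 ± 0.07, and 8 rose and 1 fell adjusted over the list alone. NF-kB and IL-1 response genes shifted by 0.24 (adjusted p = 0.000808, and adjusted p = 0.488 with an estimated correlation), with 4 of 8 higher and 1 lower (5 and 1 adjusted over the list alone), and TNFAIP3, which restrains NF-kB, rose by 0.46 ± 0.07. With the preset correlation of camera the NF-kB list was not called (adjusted p = 0.0543; 0.000375 to 0.488 over its alternatives).

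Heat shock genes shifted by 0.11 (adjusted p = 0.00112, and adjusted p = 0.471 with an estimated correlation), with 4 of 10 higher, also 4 adjusted over the list alone, and the cochaperone BAG3 rose by 0.21 ± 0.03. Apoptosis regulators shifted by 0.07 (adjusted p = 0.000891, and adjusted p = 0.45 with an estimated correlation) with members on both sides, 7 of 14 higher and 3 lower, the same adjusted over the list alone. PMAIP1, which encodes the proapoptotic NOXA, rose by 0.29 ± 0.05, BIRC2, an inhibitor of apoptosis, rose by 0.25 ± 0.04, and BCL2L11, which encodes the proapoptotic BIM, fell by 0.55 ± 0.08, with its 2 other probe sets at -0.30 and 0.00094. Tubulin folding cofactors shifted by 0.05 (adjusted p = 0.000614, and adjusted p = 0.655 with an estimated correlation), with 6 of 19 higher and 3 lower (8 and 3 adjusted over the list alone), the prefoldin gene PFDN2 by 0.30 ± 0.04. Interferon-stimulated genes shifted by -0.16 (adjusted p = 0.00431, and adjusted p = 0.535 with an estimated correlation), where IFIT1, an RNA sensor, fell by 0.48 ± 0.13 and 3 of 11 fell on either adjustment, adjusted over the list alone included. Cholesterol synthesis genes shifted by -0.12 (adjusted p = 0.0117, and adjusted p = 0.613 with an estimated correlation), with 6 of 13 lower, 7 adjusted over the list alone, and the sterol sensor INSIG1 fell by 0.35 ± 0.09. Camera with its preset correlation did not call the apoptosis, folding and interferon lists (adjusted p = 0.113, 0.0545 and 0.0543), and the interferon call also ended without a filter.

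Under eribulin 6127 of 14956 probe sets differed from control, 2807 higher and 3320 lower, or 3431 genes (1566 higher and 1865 lower), and 80 of the probe sets reached 1.5-fold, 69 higher and 11 lower. The methods' paired t-test with the same adjustment called 6034. The epithelial list differed by 0.0090 (adjusted p = 0.882), with KRT7, a keratin gene, higher by 0.33 ± 0.07, and the mesenchymal list by 0.05 (adjusted p = 0.169), where the matrix protein gene THBS1 rose by 0.55 ± 0.15 and the N-cadherin gene CDH2 fell by 0.26 ± 0.07. The qPCR list of EMT genes differed by -0.01 (adjusted p = 0.873), with 6 of 32 higher and 8 lower, the Wnt receptor gene FZD1 by -0.46 ± 0.06. The p53 target list had 4 of 23 higher and 7 lower, GADD45A by 0.68 ± 0.08 and the cyclin G1 gene CCNG1 by -0.19 ± 0.03, and its mean shift of 0.03 (adjusted p = 0.455) and the median of its members, -0.02, differed in sign. Of 17 measured genes on the microtubule-associated list 5 rose and 3 fell (adjusted p = 0.173 for the list). FBXO5, on that list although it encodes an inhibitor of the anaphase-promoting complex, fell by 0.50 ± 0.06. DPYSL2, a tubulin-binding protein, fell by 0.28 ± 0.04. Adjusted p was 0.0975 for hypoxia and glycolysis genes, where ADM rose by 0.62 ± 0.12, 0.258 for ER stress genes, 0.632 for histone genes, 0.873 for drug transporters, 0.142 for endometrial genes, 0.882 for ribosomal protein genes and 0.11 for the qPCR reference genes. Leaving out the array labelled SNG-II eribulin 1, the microtubule-associated list (adjusted p = 0.0422, 0.0422 to 0.992 over its alternatives) and the qPCR reference list (adjusted p = 0.0395, 0.03 to 0.877 over its alternatives) were each lower by -0.02.

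Against control, in the same 18 lines, TUBB2A rose under paclitaxel by 0.52 ± 0.07 (1.43-fold, adjusted p = 2.33e-05, 17 of 18 lines), TUBA1A by 0.32 ± 0.11, TUBB6 by 0.27 ± 0.05, TUBB3 by 0.24 ± 0.04, TUBA4A by 0.21 ± 0.07 and TUBB4B by 0.17 ± 0.04. TUBB at 0.02 ± 0.04, TUBA1B at 0.04 ± 0.02 and TUBA1C at 0.03 ± 0.02 did not pass, and the 2 other TUBB probe sets were at -0.14 and 0.02. The list shifted by 0.21 (95% CI 0.14 to 0.28, higher in 15 of 18 lines, adjusted p = 0.000614, and adjusted p = 0.396 with an estimated correlation), with 6 of 9 higher, also 6 adjusted over the list alone. TUBE1 rose by 0.20 ± 0.05, the only 1 of 3 gamma, delta and epsilon tubulin genes to pass, and that list shifted by 0.08 (adjusted p = 0.0121, and adjusted p = 0.753 with an estimated correlation), a call that 5 of 33 alternatives ended, among them no filter, medians in place of means (adjusted p = 0.156), fry (0.197) and camera with its preset correlation (0.597; 0.00186 to 0.753 over its alternatives).

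The largest other changes under paclitaxel were GTF2H2B, which rose by 0.996 ± 0.114 (adjusted p = 9.19e-06), and RAB11FIP3, by 0.99 ± 0.10 (1.99-fold, adjusted p = 1.35e-06), each higher in 18 of 18 lines. ANKRD1 rose by 0.89 ± 0.16, CXCL8 by 0.87 ± 0.20, ATF3 by 0.87 ± 0.11, LOC100190986 by 0.79 ± 0.12, the antisense RNA gene RUSC1-AS1 by 0.76 ± 0.11 and the pseudogene SMG1P5 by 0.69 ± 0.10. CCNE2 fell by 0.82 ± 0.11 and FBXO5 by 0.63 ± 0.09, each in 18 of 18 lines, RBL1, a relative of the retinoblastoma gene, by 0.62 ± 0.08, SNHG19 by 0.61 ± 0.08, TMT1A by 0.60 ± 0.14, WDR76 by 0.59 ± 0.07 and BCL2L11 by 0.55 ± 0.08, with its 2 other probe sets at -0.32 and 0.01. The G1/S list shifted by -0.29 (95% CI -0.35 to -0.22, adjusted p = 0.00045, and adjusted p = 0.259 with an estimated correlation), with 30 of 33 lower, also 30 adjusted over the list alone, MCM6 by -0.42 ± 0.05 and the uracil glycosylase gene UNG by -0.45 ± 0.05. Mitotic genes shifted by 0.23 (95% CI 0.13 to 0.32, adjusted p = 0.000891, and adjusted p = 0.425 with an estimated correlation), where 31 of 41 rose and 1 fell (32 and 1 adjusted over the list alone), CCNB1 by 0.45 ± 0.04 and PTTG1, the securin gene, by 0.28 ± 0.03 in 18 of 18 lines.

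AP-1 and immediate early genes shifted by 0.24 under paclitaxel (adjusted p = 0.0005, and adjusted p = 0.396 with an estimated correlation), with 9 of 21 higher and 1 lower (12 and 1 adjusted over the list alone), the phosphatase gene DUSP1 by 0.55 ± 0.07. SRF and actin genes shifted by 0.14 (adjusted p = 0.0005, and adjusted p = 0.425 with an estimated correlation), with 9 of 16 higher, 10 adjusted over the list alone, and ZYX, which encodes the adhesion protein zyxin, rose by 0.27 ± 0.05 in 18 of 18 lines. NF-kB genes shifted by 0.20 (adjusted p = 0.00158, and adjusted p = 0.59 with an estimated correlation), with 3 of 8 higher, also 3 adjusted over the list alone, TNFAIP3 by 0.35 ± 0.08. YAP/TEAD targets shifted by 0.12 (adjusted p = 0.0031, and adjusted p = 0.535 with an estimated correlation), with 6 of 18 higher and 3 lower, the same adjusted over the list alone, and PTPN14, a phosphatase that restrains YAP, fell by 0.15 ± 0.02. Heat shock genes shifted by 0.09 in 18 of 18 lines (adjusted p = 0.000375, and adjusted p = 0.472 with an estimated correlation), with 5 of 10 higher, 6 adjusted over the list alone, BAG3 by 0.21 ± 0.03. Tubulin folding cofactors shifted by 0.03 (adjusted p = 0.0005, and adjusted p = 0.688 with an estimated correlation), with 3 of 19 higher and 2 lower, the same adjusted over the list alone, PFDN2 by 0.23 ± 0.04. Besides the gamma, delta and epsilon tubulin list, the fry test and camera with its preset correlation did not call the NF-kB, YAP/TEAD and folding lists under paclitaxel (adjusted p by fry 0.0559, 0.0767 and 0.0826).

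Under paclitaxel 5087 of 14956 probe sets differed from control, 2093 higher and 2994 lower, or 2847 genes (1219 higher and 1628 lower), and 52 reached 1.5-fold, 44 higher and 8 lower. Centring each array on its median gave 2534 higher and 2468 lower. The methods' paired t-test with the same adjustment called 4936. The epithelial list differed by -0.03 (adjusted p = 0.719), with the plakophilin gene PKP2 lower by -0.29 ± 0.05, the mesenchymal list by 0.03 (adjusted p = 0.133), with ZEB1, a repressor of epithelial genes, higher by 0.16 ± 0.05, and the qPCR list of EMT genes by -0.02 (adjusted p = 0.186). Without HEC-6 the mesenchymal list was higher by 0.04 (adjusted p = 0.0465; 0.025 to 0.887 over its alternatives). Adjusted p was 0.203 for p53 targets, 0.0721 for apoptosis regulators, 0.0651 for cholesterol synthesis genes, 0.186 for interferon-stimulated genes, 0.752 for hypoxia and glycolysis genes, 0.292 for ER stress genes, where the stress factor gene DDIT3 rose by 0.43 ± 0.08, and 0.147 for histone genes, where H2BC5 rose by 0.38 ± 0.11. It was 0.326 for microtubule-associated proteins, 0.567 for drug transporters, where the efflux pump gene ABCC4 fell by 0.18 ± 0.04, 0.417 for endometrial genes, 0.389 for ribosomal protein genes and 0.15 for the qPCR reference genes. Without the 3 arrays that differed most from their replicates, the apoptosis list was higher by 0.05 (adjusted p = 0.0422, 0.00472 to 0.613 over its alternatives) and the microtubule-associated list lower by -0.03 (adjusted p = 0.0343, 0.0343 to 0.925 over its alternatives). The lists of leukocyte and endothelium markers had 0 tested members, and those of fibroblast markers and connexins had 1 each. The fibroblast gene was the collagen COL1A1, at -0.25 ± 0.07 under eribulin and -0.15 ± 0.05 under paclitaxel, both past the threshold, and -0.10 ± 0.07 between the drugs (adjusted p = 0.484), while its other probe set was at 0.02 under each drug. The connexin was GJC1, named after its values were seen, at 0.18 ± 0.06 between the drugs (adjusted p = 0.105; p = 0.00818 as the only gene of its list), 0.17 ± 0.08 under eribulin and -0.03 ± 0.05 under paclitaxel.

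**Figure D3:**
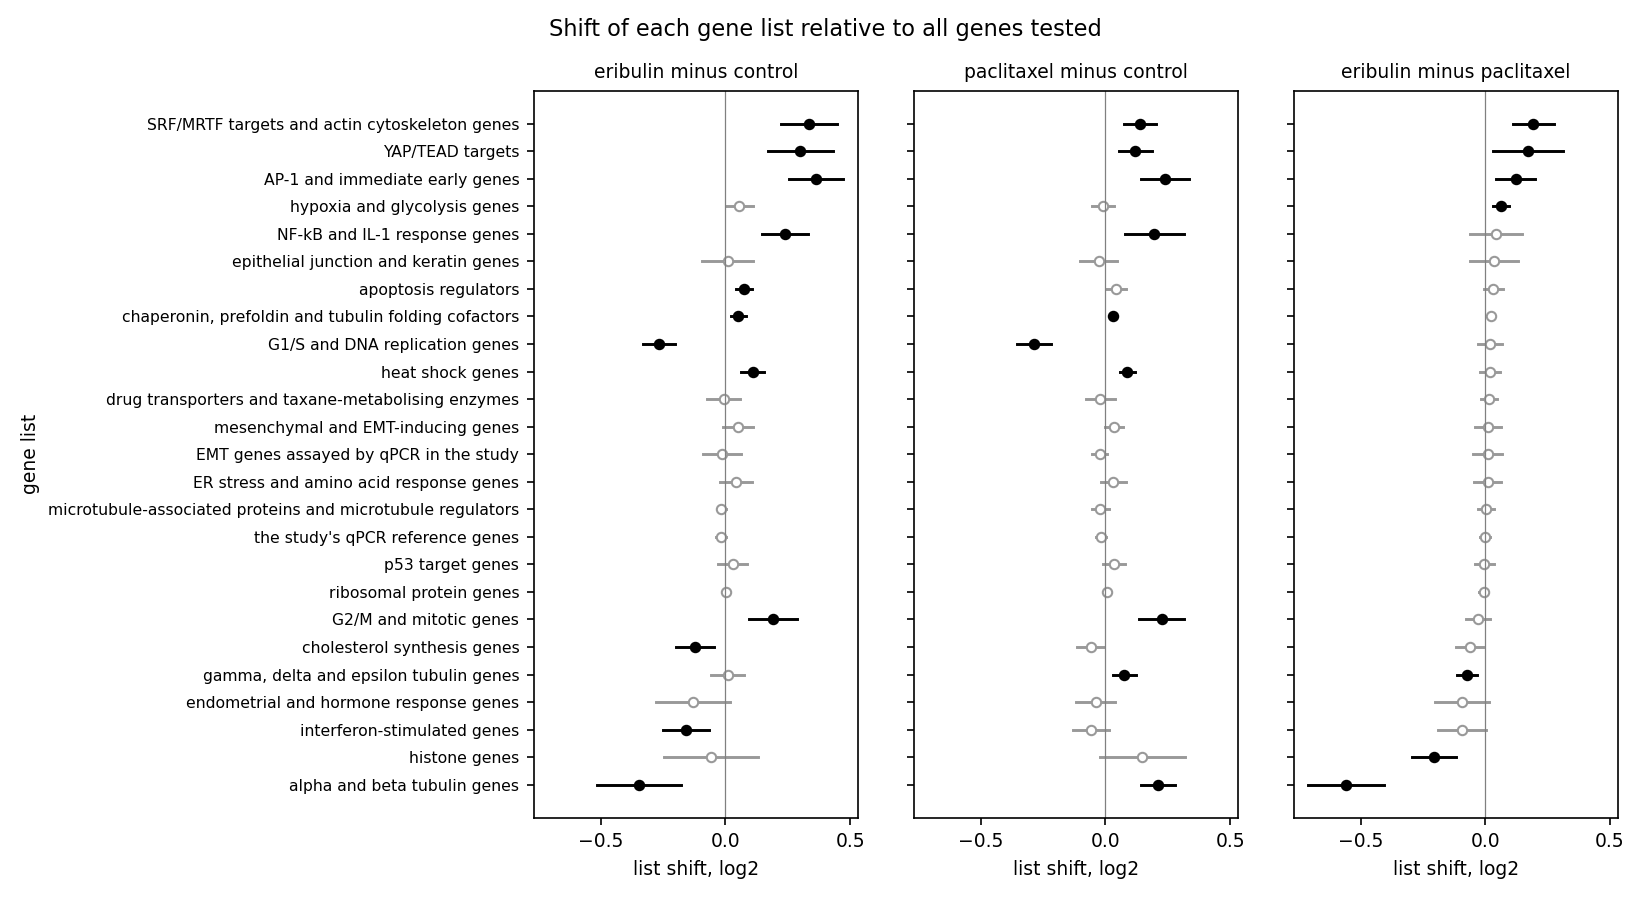
Each point is the mean over cell lines of the log2 shift of a gene list relative to all genes tested, with its 95% confidence interval, for 25 lists in 3 comparisons on the same horizontal scale. Black marks an adjusted p under 0.05 by sign-flip permutation, and the alpha and beta tubulin list lies at -0.35 under eribulin, 0.21 under paclitaxel and -0.56 between the drugs.

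The responses to the 2 drugs were compared over the same lines. TUBA4A, TUBB4B and TUBB3 were the 3 named genes among 7 probe sets that were lower under eribulin and higher under paclitaxel than control, and all 7 also differed between the drugs. Of the 7 probe sets, 2 name several genes each and are left unnamed. All but that of TUBA4A have names that mark sequence shared with other transcripts. In the same limma tests 0 probe sets were higher under eribulin and lower under paclitaxel. In the same direction 1751 probe sets were higher and 2267 lower under both drugs, against 392.8 and 664.6 given by independent lists. Across 14956 probe sets the mean effects correlated at Pearson r = 0.895 and Spearman rho = 0.880, but probe sets are not independent replicates and both effects used the same controls. Simulated unchanged groups against those controls gave a mean r of 0.509 (0.472 to 0.535). They varied only by the technical spread between replicate arrays, so differences between control cultures, which both drug effects share, did not enter. Cell lines split into disjoint groups, 1 per drug, gave a median r of 0.751 (0.642 to 0.842) over 100 splits. The covariance was 0.0176, against 0.00042 in the simulation, a difference of 0.0172. Without differences between cultures, the simulated value may understate what shared controls can add. In the disjoint groups, which share no control, the median covariance was 0.0164, which argues against shared controls as the main source of the covariance. The part of the overlap of called probe sets that comes from shared controls was not separated.

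**Figure D4:**
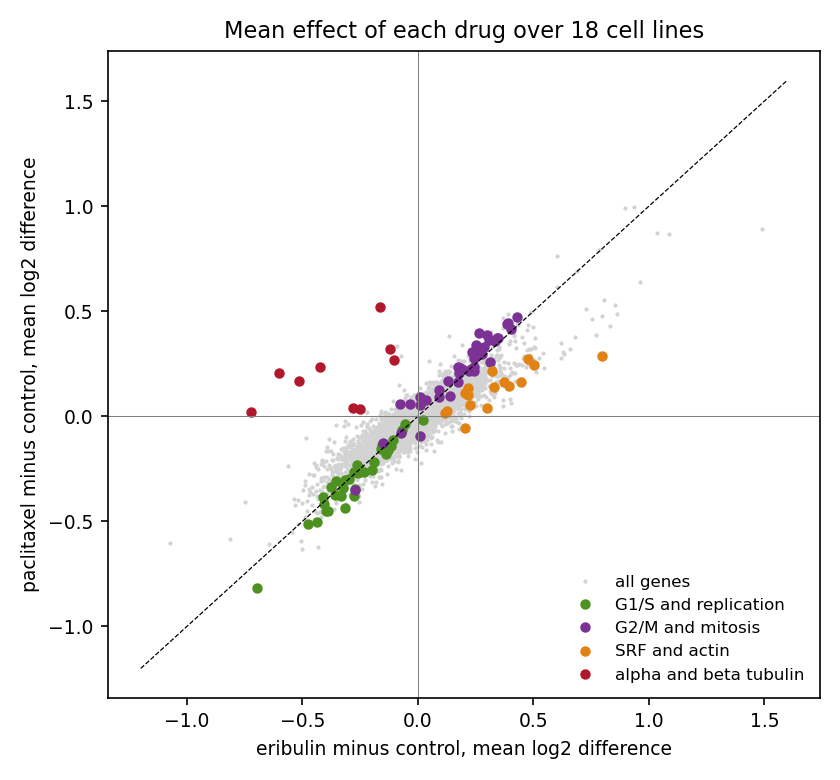
Each point is a gene, with its mean log2 difference from control over 18 cell lines under eribulin on the horizontal axis and under paclitaxel on the vertical axis; the dashed line marks equal effects. G1/S genes lie near the line at the lower left and mitotic genes at the upper right, while alpha and beta tubulin genes lie above it, TUBB at -0.72 under eribulin and 0.02 under paclitaxel.

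The size of the response, as the SD of the log2 ratio to control across probe sets, was 0.246 ± 0.078 under eribulin and 0.217 ± 0.061 under paclitaxel (SD, n = 18 lines). It was larger under eribulin in 12 of 18 lines, and the mean difference of 0.029 (95% CI -0.0085 to 0.066) did not pass (p = 0.121 by sign-flip permutation). Leaving out HEC-265 gave 0.036 (p = 0.0484), leaving out replicate 1 gave 0.017 (p = 0.313), and without the array labelled SNG-II eribulin 1, part of the largest response, 0.494 in SNG-II under eribulin, the difference was 0.022 (p = 0.159). Within single lines, where only the technical spread between arrays entered the test, a median of 315.5 probe sets differed from control by at least 1.5-fold under eribulin (85 in HEC-6 to 2101 in SNG-II) and 207 under paclitaxel (8 in KLE to 1012 in HEC-265). The SNG-II count under eribulin includes the array labelled SNG-II eribulin 1, and the next highest was 1102 in ECC-1. Between the drugs the median was 58, from 11 in RL95-2 to 1280 in SNG-II, and without the array labelled SNG-II eribulin 1, which also entered the spread used for other lines, SNG-II held 128, RL95-2 24, HEC-1 49 in place of 27, SNG-M 33 in place of 20 and HEC-1-A, then the lowest, 15. Under paclitaxel HEC-151 held 910 and HEC-59 held 147, against 533 and 22 without the 3 arrays that differed most from their replicates.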

Values the study reported

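The study reported signatures of 159 genes in its endometrial, 91 in its ovarian and 327 in its breast cancer panel that separated eribulin from paclitaxel. The study reported that 56% of the endometrial signature genes were higher with eribulin than with paclitaxel. The study reported that the 3 signatures shared 18 genes, of which 11 were tubulins.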

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

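The 5 tests on the arrays labelled SNG-II eribulin 1 and HEC-59 paclitaxel 3, and the tubulin tests on shared probe sets, on the arrays left out and against the other tubulin list, were chosen only after the result was seen. The response of 3 gene lists differed between the arrays of different cell lines by more than the technical spread, by permutation of residuals, which does not separate a difference between lines from one between single cultures. For alpha and beta tubulin genes F was 9.69 between the drugs (HEC-151 at -1.18 to HEC-59 at -0.04), 10.2 under eribulin (HEC-265 at -1.09 to KLE at 0.17) and 11.6 under paclitaxel (HEC-265 at -0.01 to HEC-1-B at 0.41), each with p = 1e-04, the smallest the permutations can give. For SRF and actin genes F was 7.89 between the drugs (MFE-296 at -0.14 to ECC-1 at 0.51) and 53.4 under eribulin (MFE-296 at -0.0039 to ECC-1 at 0.90), both with that smallest p, and 4.48 under paclitaxel (p = 2e-04, KLE at -0.02 to SNG-II at 0.46). For p53 target genes F was 1.68 between the drugs (p = 0.0272, SNG-II at -0.25 to MFE-280 at 0.12), 3.28 under eribulin (p = 6e-04, HEC-88nu at -0.22 to AN3 CA at 0.32) and 20.5 under paclitaxel (p = 1e-04, the smallest possible, HEC-6 at -0.12 to AN3 CA at 0.23). All 9 passed the adjusted threshold, also without the array labelled SNG-II eribulin 1, which entered the SNG-II value of -0.25 (F = 63.0, 94.6 and 11.6 for tubulin, 8.51, 79.7 and 4.48 for SRF and actin, and 10.5, 41.9 and 20.5 for p53 targets). They also passed without the 3 arrays farthest from their replicates (F = 91.2, 94.6 and 16.4, then 37.3, 79.7 and 22.3, and 10.4, 41.9 and 19.8), but some of the lines at the ends changed. Tubulin then ran from HEC-151 at -1.21 to KLE at -0.06 between the drugs, with HEC-59 at -0.14, and up to HEC-151 at 0.42 under paclitaxel, and for p53 targets between the drugs SNG-II lay at 0.0098 and HEC-88nu was lowest at -0.135. Leaving out 1 replicate number, F ranged from 4.97 to 33.9, 5.05 to 50.3 and 6.48 to 9.99 for tubulin and from 4.15 to 16.4, 26.5 to 62.3 and 2.14 to 20.1 for SRF and actin, and the p53 results between the drugs and under eribulin were lost without replicate 2 or 3 (F = 1.31 and 1.21 between the drugs, 1.79 and 1.80 under eribulin).

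The arrays labelled SNG-II eribulin 1 and HEC-59 paclitaxel 3 stood apart from their own replicates. For the first, the mean correlation with the other SNG-II eribulin arrays, 0.727, lay under the lowest correlation of an SNG-II control array with those arrays, 0.963, which argues against a response of SNG-II, and an actin 3' minus 5' difference of 0.309, under the 75th percentile of all arrays, 0.865, argues against degraded RNA. A candidate explanation is RNA of another line of the panel: fitted as MFE-296 paclitaxel at a share of 100%, the root mean square distance to the array was 0.125, within the 0.228 of 156 ordinary arrays. MFE-296 eribulin at 100% gave 0.177, also within that limit, so this fit does not settle the treatment of such RNA. The array's difference from MFE-296 control correlated at 0.882 with the paclitaxel effect of MFE-296 and at 0.736 with its eribulin effect. In a joint fit the coefficients were 0.804 and 0.239. These values lie nearer to paclitaxel, but they rest on 1 array and were computed after the resemblance was seen. The array labelled HEC-59 paclitaxel 3 may hold a mixture with MFE-296 RNA, since a fitted share of 44% of MFE-296 eribulin took the distance, on probe sets not used in the fit, from 0.492 to 0.110, and of 119 probe sets at least 2 above its replicates 0 lay 1 or more above control in those replicates, while 119 were at least 2 higher in MFE-296 than in HEC-59 controls. Shares of 43% of MFE-296 paclitaxel and 41% of MFE-296 control gave 0.122 and 0.133, so the treatment of the added RNA is not settled either. No such fit was found for HEC-151 paclitaxel 2, where the fitted share was 0% and the distance on probe sets not used in the fit stayed at 0.336.

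Alpha and beta tubulin messages, TUBB and TUBA4A among them, were lower under eribulin than under paclitaxel. Shared hybridisation as the whole cause was argued against by a shift of -0.63 with shared probe sets left out, where TUBA4A, TUBB, TUBB2A and TUBB6 were at -0.82, -0.62, -0.68 and -0.38. The arrays that stood apart were argued against by -0.59 without the 3 arrays, and RNA quality by -0.48 (95% CI -0.63 to -0.33) at equal actin 3' minus 5' difference. The list lay below the gamma, delta and epsilon tubulin list by -0.48 (lower in 17 of 19 lines, sign-flip permutation p = 2e-05). Both list shifts were known when this comparison was chosen, so it adds no independent support. Of the 3 members of that other list, TUBG1 was lower by nearly as much as TUBA1B and TUBA1C. Against control TUBA4A, TUBB4B and TUBB3 passed in opposite directions, and the other members passed under eribulin alone or paclitaxel alone. Of the 3 genes, TUBA4A alone was read from a probe set not marked as shared. The shift with shared probe sets left out compares the drugs, so it does not bear on directions against control. The 2 other TUBB probe sets were at -0.76 and -0.75 under eribulin, and at -0.14 and 0.02 under paclitaxel. A hypothesis is that the drugs act on alpha and beta tubulin messages in different directions, at least for some members. Known autoregulation by free tubulin subunits could bring this about, but subunit levels were not measured.

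Probe sets with no listed gene were frequent among rises of at least 1.5-fold, 13 of 69 under eribulin against 4.34 in sets matched on mean level, and 13 of 44 under paclitaxel against 2.85, with 11 of 39 common to both drugs. Dim probe sets were argued against by the share of random matched sets with as many, at most 5e-04 for either drug. The arrays that stood apart were argued against by an excess of 9.39 under eribulin and 10.1 under paclitaxel without them, against 8.66 and 10.1 with all arrays. Genes listed as non-coding or pseudogenes, such as RUSC1-AS1 and SMG1P5 under paclitaxel, were also in excess, 5 of 25 under eribulin (share 4e-04) and 5 of 10 under paclitaxel (share 1e-04, the smallest possible). A hypothesis is that both drugs raise non-coding transcripts, and whether intronic sequence of coding genes takes part was not tested.

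The counts of probe sets in 3 comparisons, the signature and the medians within lines were each set against 100 splits with treatment labels exchanged at random within cell lines, the real split included. In every case the real split was the only 1 with a result as large. For the counts and the signature this argues against chance assignment of labels, as far as 100 splits can show. The real count between the drugs was 511 against a highest other of 0, and the signature 185 against 88. Such splits cannot tell the drugs from other influences that went along with treatment. Against control the counts were 6127 under eribulin against 1 and 5087 under paclitaxel against 7. The medians within lines were 58, 315.5 and 207 against 4, 1.5 and 3, but these splits exchanged technical arrays, so they do not bear on variation between cultures.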

How the results depend on the processing

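The alternatives without the array labelled SNG-II eribulin 1 and without the 3 arrays farthest from their replicates were chosen after seeing the data. Of 6720 values of named genes under alternatives 6338 kept direction and side of the threshold, 371 lost the call, 11 gained it and 0 reversed. Of 2472 values of list shifts 2342 kept both, 64 lost and 66 gained the call. Where a value moved the cause was not tested, except that fewer lines, arrays or probe sets, or a stricter threshold, enter some alternatives by construction. Signal over background limits probe sets near the filter, and 72.6% of all probe sets lay below it. Replicate numbers gave no strong pairing of arrays, but a weak one is not excluded. Of 159 pairs of arrays with the same number the median correlation was 0.0736 (lowest -0.716, 44.7% over 0.1), against -0.033 for different numbers. Closest to their own number lay 85 arrays, and whether this exceeds chance was not tested. With a replicate block the paired counts were 490, 6182 and 5038, and the signature 184 with 57.1% higher.

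Without a filter the counts were 207 between the drugs, 11256 under eribulin and 9977 under paclitaxel, the signature 383, the medians within lines 233, 1165.5 and 1266.5, and the mesenchymal shifts against control 0.093 (adjusted p = 0.00341; 0.00341 to 0.981 over its alternatives) and 0.047 (adjusted p = 0.025; 0.025 to 0.887). A filter at 200 gave a signature of 118. Centring gave 47.0% higher in the signature. Between the drugs the count was 91 with trend and robust priors, 179 with the HEC-1 family as 1, 159 in lines with 3 arrays in each treatment, 316 in the 18 lines with controls and 87 at an adjusted p under 0.01, where the counts against control were 3989 and 2929. A fold of at least 2 gave medians of 8, 49 and 44. Without shared probe sets the qPCR list of EMT genes was at -0.0497 under paclitaxel (adjusted p = 0.00546; 0.00546 to 0.887). With an estimated correlation the tubulin shifts of -0.56, -0.35 and 0.21 lost their calls (adjusted p = 0.0599, 0.488 and 0.396), and 0, 0 and 0 lists passed by camera, against 9 of 75 at an unadjusted p under 0.05; by its preset correlation 6 passed under paclitaxel. Disjoint groups of lines gave a correlation of 0.751.

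Without the array labelled SNG-II eribulin 1 the count between the drugs was 1232, the signature 323 with 70.6% higher, the epithelial shift 0.0748 (adjusted p = 0.011; 0.011 to 0.966) and the qPCR shift 0.0337 (adjusted p = 0.0154; 0.00906 to 0.996). Without the 3 arrays these were 1434, 321 with 69.8%, 0.0646 and 0.0302, with 11 lists past the threshold. Leaving out 1 cell line or replicate, counts ranged from 241 (without HEC-1-B) to 944 (without SNG-II) between the drugs, 5220 to 6252 under eribulin and 4449 to 5139 under paclitaxel, and the signature from 141 to 326 with 51.9% to 71.7% higher. Epithelial shifts between the drugs ranged from 0.0094 to 0.077, qPCR shifts from -0.0071 to 0.038, mesenchymal shifts from 0.033 to 0.065 under eribulin and 0.024 to 0.050 under paclitaxel, the correlation from 0.874 to 0.903 and the difference in response size from 0.017 to 0.037 (0.036 without HEC-265, p = 0.0484). Medians within lines ranged from 47 to 103, 269 to 372.5 and 180.5 to 357. F for p53 targets ranged from 1.21 to 6.48 between the drugs and 1.79 to 24.8 under eribulin.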

Other observations

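The tests in this part were chosen before their results were seen. Further named genes moved under either drug, in 18 lines. AEN, an apoptosis-enhancing nuclease, rose by 0.28 ± 0.03 under eribulin (adjusted p = 5.66e-06, 18 of 18 lines) and by 0.20 ± 0.04 under paclitaxel. Under eribulin ATF4, a transcription factor of the amino acid response, rose by 0.20 ± 0.04 and HERPUD1, which acts in protein degradation at the endoplasmic reticulum, by 0.20 ± 0.03, while the serine synthesis gene PSAT1 fell by 0.21 ± 0.04 in 18 of 18 lines. HERPUD1 also rose under paclitaxel, by 0.22 ± 0.04, and the lipoprotein receptor gene VLDLR fell by 0.38 ± 0.07. ALDOC, an aldolase of glycolysis, fell by 0.29 ± 0.06 under eribulin and by 0.26 ± 0.06 under paclitaxel, and the transcription factor SP1 by 0.36 ± 0.07 and 0.37 ± 0.07. The cytokine gene LIF rose by 0.38 ± 0.09 and 0.17 ± 0.06. The small heat shock protein gene CRYAB rose by 0.26 ± 0.07 under paclitaxel in 12 of 18 lines, and the qPCR reference gene GUSB fell by 0.08 ± 0.03 under eribulin.

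A hypothesis was that cell lines with a larger response had a larger fall of the alpha and beta tubulin list under eribulin and a larger rise under paclitaxel. It calls for a negative r with the signed list shift under eribulin and a positive r under paclitaxel. Under eribulin Pearson r was 0.385 over 18 lines (permutation p = 0.113, adjusted p = 0.227 over both drugs) and Spearman rho 0.434 (permutation p = 0.0736, adjusted p = 0.147), with r = 0.195 without SNG-II and ECC-1, the lines farthest from the median response, and r = 0.228 without the 3 arrays that differed most from their replicates. Under paclitaxel r was -0.225 (permutation p = 0.365, adjusted p = 0.365) and rho -0.238 (permutation p = 0.341, adjusted p = 0.341), with r = -0.0782 without HEC-265 and KLE and r = -0.224 without those arrays. The signs ran against the hypothesis for both drugs, neither correlation passed, and the hypothesis was not borne out. Each measure used the same control arrays as the other.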
